A study of Mus musculus with 42 samples.

How the data were processed

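The series holds cerebellum from male C57BL/6 mice kept on ad libitum feeding (AL), on a daily fast of 16 h (IF16) or on fasts of 24 h on alternate days (EOD), per the labels. The regimens ran from 3 to 6 months of age. In a second set of mice the 3 regimens were followed by 2 months of ad libitum feeding before collection at 8 months of age (AL-R, IF16-R and EOD-R). RNA-seq covered 30 libraries, 5 per group, each from a separate mouse. A further 12 samples, chromatin immunoprecipitation of H3K9me3 and its inputs, were not analysed here. Of the 10 processed files, those with one column per library were used, and those that repeated the same values or gave group means were not used here. Every library was mapped to its group by its label, and no column was left without a sample.

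The authors deposited whole-number read counts per gene in 2 tables, one for the libraries taken at the end of the regimens and one for those taken after refeeding, with 15 libraries in each. Per the file headers, each table lists 35275 genes with an Ensembl identifier, symbol, position, length and gene type. The aligner, the counting tool, the handling of read strand, the genome build and the annotation release are not stated in the labels or headers, and the labels give neither the selection of RNA for the libraries nor the hour of collection relative to feeding. Gene starts were therefore checked against a RefSeq table of the mouse assembly GRCm38.p6: of 19435 protein-coding symbols found in both, 96.5% started within 10 kb of each other on the same chromosome. Positions are given as in the deposited tables. Of the gene identifiers, 34490 were found in a table of mouse gene names. Because counting rules are unknown, genes that overlap, lie antisense to one another or have near-identical copies may exchange reads. The authors also deposited FPKM values per library. These equal the deposited counts divided by gene length and library total, with a largest relative difference of 5e-12 for genes with at least 10 counts, so they carry no further normalization.

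Total counts per library ranged from 26799825 to 36167435. Intervals from counting error alone are narrow at this depth, so the spread between mice sets the precision. Pairs of libraries of one group were compared by a chi-square statistic over genes with a mean count of at least 50. Over the 60 pairs it ranged from 4.24 to 136 per degree of freedom, so no 2 libraries agreed within sampling noise and all were counted as separate replicates. The sex of the mice was checked with Xist and 4 genes of the Y chromosome.

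Differences between groups were tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and the filterByExpr filter by group. One fit held the 15 libraries of a table, and 6 pairwise comparisons were drawn from the 2 fits. A further fit of all 30 libraries tested, for each regimen, whether its difference from the controls changed between the end of the regimen and the end of refeeding (the interaction). The filter left 16577 genes in the table of the regimens, 16444 in the table of refeeding and 16877 in the joint fit. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Normalized values (CPM) are TMM-scaled within each table over the genes tested (over all genes for the liver and pituitary transcripts, some of which the filter removes), and levels are not compared across tables except through the interaction. Standard errors of log2 fold changes were derived from the edgeR F statistic.

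Before the data were examined, 12 study sets with 260 genes were listed (ketone body metabolism, fatty acid oxidation, glycolysis, TCA cycle, nuclear respiratory chain, mitochondrial genome mRNAs, cholesterol biosynthesis, glucocorticoid and FOXO response, circadian clock, immediate early genes, H3K9 methylation and autophagy), as were marker lists for choroid plexus, red blood cells, Purkinje cells, granule cells, astrocytes, oligodendrocytes, microglia, endothelium, brainstem and forebrain. Sets were tested with camera of limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01, two-sided, and adjusted over all 72 tests of the study sets. The marker lists formed a family of their own. Lists of liver and pituitary transcripts were added after the data were examined, before the levels of members other than Alb and Gh were looked at.

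Genes named in the text followed a rule fixed before the data were examined: for each comparison, among called genes with a symbol not of the form Gm plus digits or ending in Rik, not pseudogenes, with a mean of at least 1 CPM in one group and, for the 6 comparisons, with non-overlapping library values, the 3 with the highest and the 3 with the lowest log2 fold change, plus the gene with the smallest p-value of each called study set and the sex check genes. Results of some genes that the rule or the sets point to are not reported here. Names outside the rule are marked as chosen after their values were seen.

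The agreement of the fold changes of IF16 and EOD, which share their controls, was set beside 20 simulated tables with unchanged groups and beside 100 random relabellings of the 15 libraries. The number of genes with the same sign and an unadjusted p under 0.05 in both was set beside the same simulations and relabellings, a choice made after first results were seen. Persistence was measured as the Pearson correlation across genes between a regimen's fold changes before and after refeeding, beside 100 relabellings of the refeeding libraries. For FPKM, the relabelled values were recomputed on the same genes and values. For the filter at a mean of 1 CPM, they covered only the genes that also passed filterByExpr. Both choices were made after first results were seen. Correlations across libraries were given permutation p-values from 100000 resamples. A pair of library measures was computed from the counts: the length gradient, which is the slope of a library's log2 CPM, relative to the mean of its table, on log2 gene length, and the mean log2 CPM of the choroid plexus markers.

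The code was tested on simulated counts with the means, library sizes and dispersions of the table of the regimens (16577 genes, 200 of them changed, 5 libraries per group). The changed genes were drawn only from those above a minimum mean count, so recovery of genes with low counts was not tested. The edgeR test recovered 97% of genes set to a log2 change of 1 and 52% of those set to 0.5, with 1.97% false calls, and made 0 calls between unchanged groups. In the same simulation DESeq2 recovered 85.5% of the changed genes with 17% false calls, and limma on FPKM recovered 74% with 3.27% false calls. Of 20 simulated sets, camera called the 5 changed ones and 0 of the 15 unchanged ones. Genes were simulated independently of one another, so this does not show how camera performs where the genes of a set are correlated.

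Alternatives were DESeq2 1.42.0, RLE size factors, 2 other filters on low counts, fits of only the groups compared, the replicate number as a block, limma on log2 of FPKM plus 1 or plus 0.1, and fits that left out 1 library at a time. For the sets they were fry and camera with an estimated correlation. Covariate fits with the length gradient and with the choroid plexus level were added after the data were examined. The closing section gives their effect.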

Results

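Gene expression was measured by RNA-seq in the cerebellum of mice on ad libitum feeding (AL), a daily fast of 16 h (IF16) or alternate-day fasts of 24 h (EOD), after 3 months of the regimen and, in other mice, after 2 further months of ad libitum feeding (AL-R, IF16-R, EOD-R). Each of the 6 groups had 5 libraries. Total counts per library ranged from 31808399 to 34858564 in AL, from 32188471 to 33505722 in IF16, from 26799825 to 36167435 in EOD, from 30577782 to 33736297 in AL-R, from 30126372 to 34985455 in IF16-R and from 29255004 to 31869712 in EOD-R. The comparisons asked whether either fasting regimen altered cerebellar transcripts, whether the regimens differed from each other, and whether differences remained after refeeding. All libraries had at most 8 counts of Xist, while Ddx3y had 1153 to 2479 counts, Kdm5d 572 to 1130, Uty 318 to 643 and Eif2s3y 617 to 2142, as in male tissue.

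The spread between libraries was larger at the end of the regimens than after refeeding. The common biological coefficient of variation was 14.3% in the first table and 8.05% in the second. In the first table, principal component 1 carried 35.1% of the variance and followed each library's length gradient, the slope of its log2 CPM on log2 gene length (Pearson r = 0.965, permutation p = 1e-05, adjusted 8e-05; Spearman rho = 0.989, permutation p = 1e-05, adjusted 4e-05; n = 15; 8 relations computed; 1e-05 is the smallest p that the resamples can give). Without the 2 libraries farthest from the median gradient, r was 0.981. AL replicate 4, AL replicate 5 and IF16 replicate 1 had gradients of -0.158, -0.106 and -0.114, and EOD replicate 4 had 0.139. The gradient did not separate IF16 or EOD from AL (exact permutation p = 0.452 and 0.175, two-sided, n = 5 per group). After refeeding, all IF16-R libraries had a gradient of at least 0.00465 and all AL-R libraries one of at most -0.00359 (exact permutation p = 0.0079, two-sided, the smallest this design allows, n = 5 per group), so gradient and group went together in that comparison. The gradients of EOD-R and AL-R did not differ beyond their spread (exact permutation p = 0.738, n = 5 per group).

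**Figure D1:**
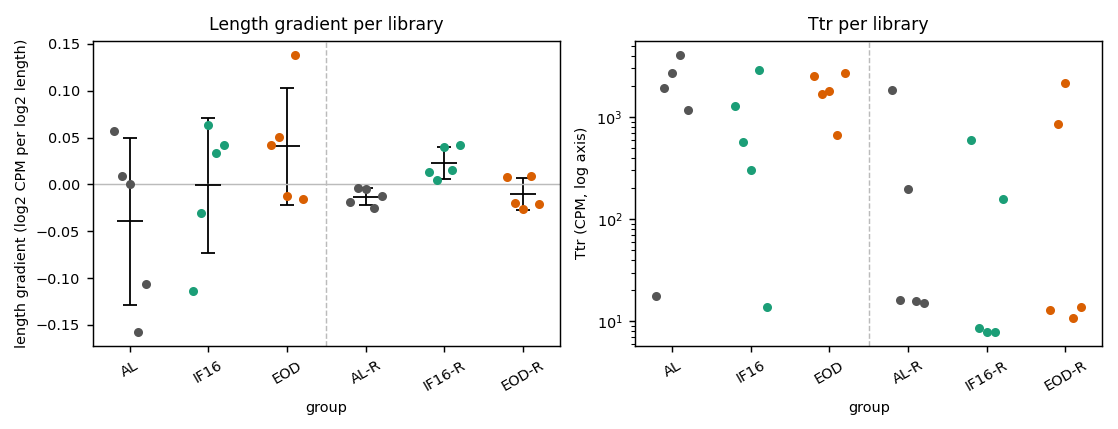
Length gradient (log2 CPM per log2 length, left) and Ttr (CPM on a log axis, right) of each library, by group. Points are libraries in replicate order, and in the left panel the bars give the mean and SD of 5 libraries. AL replicate 4 has a gradient of -0.158, and Ttr lies between 7.83 and 4104 CPM.

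Dissections differed in their content of choroid plexus, the tissue of the brain ventricles that makes cerebrospinal fluid. Its main transcript Ttr ranged from 17.5 to 4104 CPM in AL, from 13.7 to 2883 in IF16, from 672 to 2697 in EOD, and from 7.83 to 2147 over the libraries taken after refeeding. The mean log2 CPM of the 11 choroid plexus markers was 4.08 ± 1.5 in AL, 3.38 ± 1.5 in IF16, 4.76 ± 0.53 in EOD, 2.32 ± 1.5 in AL-R, 1.81 ± 1.2 in IF16-R and 2.51 ± 1.7 in EOD-R (SD, n = 5 each). After refeeding, principal component 1 (21.7% of the variance) followed this mean (r = -0.845, permutation p = 2e-04, adjusted 0.00051; rho = -0.75, permutation p = 0.002, adjusted 0.0049; r = -0.781 without the 2 libraries farthest from the median; n = 15).

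The comparison of IF16 with AL asked what the daily fast changed. Of 16577 genes tested, 8 were called at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 6 higher and 2 lower in IF16, and 1644 had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, with 97 genes (46 higher, 51 lower), which included the same 8. Without AL replicate 3, or without IF16 replicate 4, 3 genes were called. Of 100 splits of the same libraries, the real one included, 6 gave as many genes. Ciart (ENSMUSG00000038550, chromosome 3, 95878503-95882251), a repressor within the circadian clock, rose from 11 ± 1.09 CPM in AL to 20.4 ± 2.88 in IF16 (SD, n = 5; log2 fold change 0.89, SE 0.107, edgeR adjusted p = 0.00174). The clock gene Per1 (ENSMUSG00000020893, chromosome 11, 69095217-69109960) rose from 110 ± 16 to 182 ± 25.8 CPM (log2 fold change 0.73, SE 0.123, edgeR adjusted p = 0.0451), and its call held in 2 of the 10 fits that each left out a library. Loxhd1 (ENSMUSG00000032818, chromosome 18, 77281958-77442341) had the highest fold change but low counts, 0.566 ± 0.07 CPM in AL and 1.55 ± 0.367 in IF16 (log2 fold change 1.44, SE 0.239, edgeR adjusted p = 0.0413, called in 1 of 10 such fits). Fabp7 (ENSMUSG00000019874, chromosome 10, 57784881-57788450), which encodes a fatty acid binding protein, fell from 50.7 ± 10.1 to 21.3 ± 3.84 CPM (log2 fold change -1.25, SE 0.2, edgeR adjusted p = 0.033, called in 3 of 10). Mmp14 (ENSMUSG00000000957, chromosome 14, 54431604-54441258), a matrix metalloproteinase, fell from 39.1 ± 4.67 to 24.8 ± 3.7 CPM (log2 fold change -0.65, SE 0.102, edgeR adjusted p = 0.0325, called in 5 of 10).

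In the comparison of EOD with AL, which asked the same of alternate-day fasting, 11 genes were called by edgeR, 9 higher and 2 lower, and 2390 had an unadjusted p under 0.05. DESeq2 called 128 genes (68 higher, 60 lower), the same 11 among them, and without AL replicate 2 edgeR called 2. Plin4 (ENSMUSG00000002831, chromosome 17, 56100591-56109803), a lipid droplet protein, rose from 2.14 ± 0.345 to 8.69 ± 2.56 CPM (log2 fold change 2.02, SE 0.357, edgeR adjusted p = 0.0485, called in 0 of the 10 fits that each left out a library). Loxhd1 rose from 0.566 ± 0.07 to 1.87 ± 0.654 CPM (log2 fold change 1.71, SE 0.237, edgeR adjusted p = 0.00972, called in 9 of 10). Apold1 (ENSMUSG00000090698, chromosome 6, 134982001-134986836) rose from 3.09 ± 0.637 to 9.24 ± 3.12 CPM (log2 fold change 1.58, SE 0.258, edgeR adjusted p = 0.0357, called in 2 of 10). Angptl4 rose from 2.84 ± 0.728 to 7.3 ± 1.46 CPM (log2 fold change 1.37, SE 0.208, edgeR adjusted p = 0.0233, called in 4 of 10). Fcrls (ENSMUSG00000015852, chromosome 3, 87250758-87263738) fell from 4.65 ± 0.93 to 2.65 ± 0.171 CPM (log2 fold change -0.81, SE 0.137, edgeR adjusted p = 0.0436, called in 1 of 10). The linker histone gene Hist1h1c (ENSMUSG00000036181, chromosome 13, 23738808-23740367), one of a family of similar genes, fell from 38.1 ± 7.05 to 23.1 ± 1.79 CPM (log2 fold change -0.72, SE 0.111, edgeR adjusted p = 0.0233, called in 3 of 10).

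A few genes were singled out after their values were seen. Etnppl (ENSMUSG00000019232, chromosome 3, 130617448-130635750), which encodes an ethanolamine-phosphate phospho-lyase, had the smallest p-value in both comparisons. It was at 92.4 ± 4.6 CPM in AL, 130 ± 4.38 in IF16 and 140 ± 5.63 in EOD (SD, n = 5; log2 fold changes 0.50 and 0.60, SE 0.0539 for each, edgeR adjusted p = 0.00106 and 6.8e-05). It was called in all 10 fits that left out a library and under all 10 other alternatives, in each comparison. Tef, a clock-controlled transcription factor, was at 294 ± 14.6 CPM in AL, 412 ± 13.8 in IF16 and 371 ± 25.2 in EOD (edgeR adjusted p = 0.00174 and 0.0485). It stayed called in 10 of the 10 fits that each left out a library in IF16 and in 0 of 10 in EOD, where Per1 stayed called in 1 of 10.

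**Figure D2:**
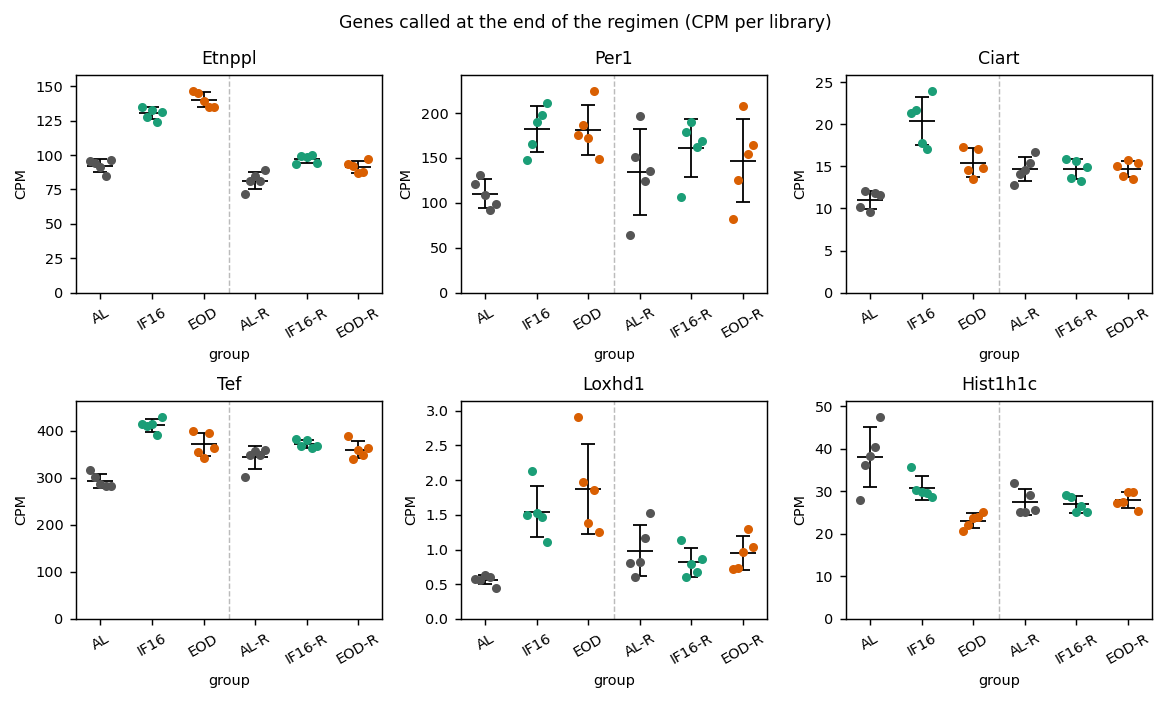
CPM of 6 genes in each library, by group. Points are libraries in replicate order, bars give the mean and SD of 5 libraries, the axes start at 0, and CPM is scaled within each table (left and right of the dashed line). Etnppl is at 92.4 CPM in AL, 130 in IF16 and 140 in EOD, and the mean of Ciart in IF16 is 20.4 CPM.

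The direct comparison of EOD with IF16 called 0 genes, and 600 genes had an unadjusted p under 0.05. The 2 comparisons against AL shared 4 called genes, all higher: Etnppl, Loxhd1, Per1 and Tef. At an unadjusted p under 0.05 they shared 823 genes with the same sign, against 157 to 196 in 20 simulated tables with unchanged groups and shared controls. Of 100 relabellings of the 15 libraries, 3 gave as many or more, up to 3129 (permutation p = 0.0396). The simulated tables had no calls to share and only 2 of the relabellings had any, so the 4 shared calls themselves could not be set against chance. Across 16577 genes, which are not independent replicates, the fold changes of IF16 and EOD had a Pearson r of 0.702 (Spearman rho 0.703). Simulated unchanged groups gave r from 0.481 to 0.518 because the controls were shared, and 8 of 100 relabellings of the 15 libraries gave an r of 0.702 or more (permutation p = 0.0891), so the agreement across all genes was within what relabelled libraries gave.

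After refeeding, the comparisons asked which differences were present 2 months after the regimens had ended. Between IF16-R and AL-R, 28 of 16444 genes were called by edgeR, 11 higher and 17 lower, and 1576 had an unadjusted p under 0.05. The changes called were small: the median absolute log2 fold change of the 28 genes was 0.31, against 0.69 for the 8 genes of IF16 vs AL. The biological coefficient of variation was 8.05% after refeeding and 14.3% before, so smaller changes could be called after refeeding. These medians therefore do not compare the sizes of the effects. The count fell to 0 with the length gradient as a covariate (684 genes with an unadjusted p under 0.05) and without IF16-R replicate 3 (1101 such genes), and rose to 65 without IF16-R replicate 1. In every other fit that left out a library it fell to between 2 and 7. Dnah11 (ENSMUSG00000018581, chromosome 12, 117877982-118199043) rose from 21 ± 1.07 to 27.4 ± 1.51 CPM (log2 fold change 0.38, SE 0.0553, edgeR adjusted p = 0.0116, called in 9 of the 10 fits that each left out a library). The gap junction gene Gja1 (ENSMUSG00000050953, chromosome 10, 56377300-56390419) rose from 217 ± 13 to 270 ± 14.3 CPM (log2 fold change 0.31, SE 0.0448, edgeR adjusted p = 0.0116, called in 9 of 10). The endothelin receptor gene Ednrb (ENSMUSG00000022122, chromosome 14, 103814625-103844173) rose from 104 ± 4.78 to 125 ± 6.73 CPM (log2 fold change 0.27, SE 0.0437, edgeR adjusted p = 0.0277, called in 5 of 10). Tmem82 (ENSMUSG00000043085, chromosome 4, 141613376-141618633) fell from 1.68 ± 0.17 to 0.837 ± 0.121 CPM (log2 fold change -1.002, SE 0.156, edgeR adjusted p = 0.0208, called in 5 of 10). Gng13 (ENSMUSG00000025739, chromosome 17, 25717171-25719406) fell from 11.4 ± 0.73 to 8.08 ± 1.1 CPM (log2 fold change -0.49, SE 0.0881, edgeR adjusted p = 0.0312, called in 1 of 10).

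The mitochondrial mRNA mt-Nd3 (ENSMUSG00000064360, mitochondrial genome, 9459-9806) was lower in IF16-R, at 5.41 ± 1.45 against 9.07 ± 0.573 CPM (log2 fold change -0.74, SE 0.13, edgeR adjusted p = 0.0312, called in 1 of 10 fits that each left out a library), but its counts are uncertain. Mt-Nd3, mt-Atp6 and mt-Co3 were all called lower. Mouse chromosome 1 is known to carry a near-identical copy of part of the mitochondrial genome, and its sequence was not compared here. The pseudogenes RP23-8J15.1, RP23-8J15.3 and RP23-8J15.4, listed on chromosome 1 between 24613189 and 24616197, were also called lower, so the counts of both are uncertain. In AL-R the pseudogenes were at 90.8, 107 and 75.2 CPM and mt-Nd3, mt-Atp6 and mt-Co3 at 9.07, 68 and 79.1 CPM, whereas mt-Co1 was at 13800 CPM. The long mRNAs mt-Co1, mt-Nd1, mt-Nd2, mt-Nd4, mt-Nd5 and mt-Cytb differed by log2 0.0516 or less between IF16-R and AL-R (edgeR adjusted p from 0.689 to 0.964).

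**Figure D3:**
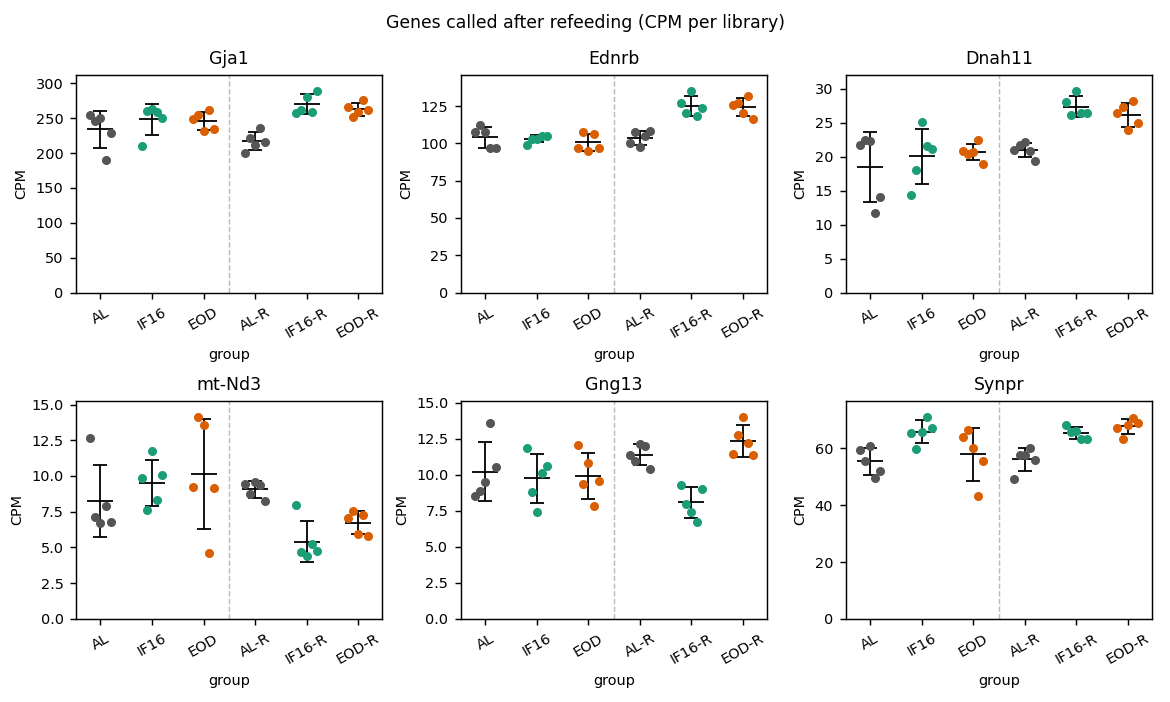
CPM of 6 genes called after refeeding in each library, by group. Points are libraries in replicate order, bars give the mean and SD of 5 libraries, the axes start at 0, and CPM is scaled within each table (left and right of the dashed line). Gja1 is at 217 CPM in AL-R and 270 in IF16-R, and mt-Nd3 of IF16-R replicate 1 is at 7.94 CPM.

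Between EOD-R and AL-R, 7 genes were called by edgeR, 4 higher and 3 lower, and 1397 had an unadjusted p under 0.05. In 8 of the 10 fits that each left out a library the count was 0, with 1110 to 1447 genes at an unadjusted p under 0.05, and without EOD-R replicate 1 it was 16. Dnah11 rose to 26.1 ± 1.74 CPM (log2 fold change 0.32, SE 0.0555) and Gja1 to 263 ± 9.03 CPM (log2 fold change 0.27, SE 0.0448), and with Ednrb these were called in both refeeding comparisons. Those comparisons share the AL-R libraries, and their shared calls were not set beside simulations or relabellings. Synpr (ENSMUSG00000056296, chromosome 14, 13284780-13615459) rose from 56.1 ± 4.06 to 67.7 ± 2.69 CPM (log2 fold change 0.27, SE 0.0472). Frmpd3 (ENSMUSG00000042425, chromosome X, 140367494-140394540) fell from 15.2 ± 1.07 to 11.4 ± 1.25 CPM (log2 fold change -0.42, SE 0.0735). Ptpn5 (ENSMUSG00000030854, chromosome 7, 47077798-47133684) fell from 26.4 ± 2.67 to 20.6 ± 0.984 CPM (log2 fold change -0.36, SE 0.0625), and Kndc1 (ENSMUSG00000066129, chromosome 7, 139894696-139941537) from 304 ± 8.36 to 260 ± 7.15 CPM (log2 fold change -0.22, SE 0.0391). The edgeR adjusted p of all of these was 0.0427. None of these 6 genes stayed called in more than 2 of the 10 fits.

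Between EOD-R and IF16-R, 3 genes were called by edgeR, all higher in EOD-R and all short, and 1603 had an unadjusted p under 0.05. Gng13 was at 12.4 ± 1.09 CPM (log2 fold change 0.61, SE 0.088, edgeR adjusted p = 0.0111, called in 7 of the 10 fits that each left out a library). Rpl38 (ENSMUSG00000057322, chromosome 11, 114668524-114672331, 457 bases) was at 83 ± 4.97 against 66 ± 2.07 CPM (log2 fold change 0.33, SE 0.0445, edgeR adjusted p = 0.00888, called in 8 of 10). Rpl41 (ENSMUSG00000093674, chromosome 10, 128548114-128549305, 695 bases) was at 152 ± 7.61 against 128 ± 4.78 CPM (log2 fold change 0.25, SE 0.0406, edgeR adjusted p = 0.0406, called in 3 of 10). Ribosomal protein genes have many processed pseudogenes, so their counts are uncertain. With the length gradient as a covariate 0 genes were called (772 with an unadjusted p under 0.05). The count was also 0 without IF16-R replicate 3 or EOD-R replicate 2 (1246 and 1210 genes with an unadjusted p under 0.05), and 71 without EOD-R replicate 1. Of 100 splits of these libraries, the real one included, 6 gave as many genes.

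Whether the changes of fasting were still there after refeeding was tested directly. Of the 11 genes called in EOD, 7 had the same sign in EOD-R, with a median log2 fold change in the original direction of 0.13 against 0.81 at the end of the regimen, and 0 were called in both (1 had an unadjusted p under 0.05 in EOD-R). Of the 8 genes called in IF16, 5 had the same sign in IF16-R, with a median of 0.09 against 0.69 and 3 of them at an unadjusted p under 0.05 in IF16-R, and Etnppl alone was called in both (81.4 ± 6.29 CPM in AL-R and 97 ± 3 in IF16-R; log2 fold change 0.25, SE 0.0479, edgeR adjusted p = 0.0378, called in 2 of the 10 fits that each left out a library). Across 16320 genes, the fold changes before and after refeeding had an r of 0.0978 for EOD (rho 0.107; 23 of 100 relabellings of the refeeding libraries gave as much, permutation p = 0.238) and 0.199 for IF16 (rho 0.214; 17 of 100, permutation p = 0.178). Neither exceeded what relabelled libraries gave. The first was 0.0154 without EOD-R replicate 4 and the second 0.0435 without AL-R replicate 1. With only genes of a mean of at least 1 CPM, r for EOD was 0.298, and 0.12 once Alb was left out. In the reverse direction, the 7 genes called in EOD-R had a median of 0.0694 in EOD against 0.273 in EOD-R. The 28 genes called in IF16-R had 0.0768 in IF16 against 0.309 in IF16-R. The smaller medians after refeeding can therefore come from the choice of called genes, and do not by themselves show a loss.

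The interaction test called 2 genes for EOD (1 higher, 1 lower; 1745 with an unadjusted p under 0.05) and 8 for IF16 (3 higher, 5 lower; 1217 with an unadjusted p under 0.05). The count for EOD ranged from 0 (without AL replicate 4, for example, with 1072 genes at an unadjusted p under 0.05) to 6 (without AL replicate 1), and that for IF16 from 5 (without AL-R replicate 3) to 16 (without IF16 replicate 2). For EOD, the excess of Etnppl over the controls was larger at the end of the regimen than after refeeding by a log2 of 0.44 (SE 0.0699, edgeR adjusted p = 0.0127, called in 13 of the 20 fits that each left out a library), and Hist1h1c was lower by 0.74 (interaction -0.74, SE 0.135, edgeR adjusted p = 0.0494, called in 4 of 20). For IF16, Ciart had an interaction of 0.89 (SE 0.131, edgeR adjusted p = 0.00301, called in 20 of 20), with a log2 fold change of 0.89 in IF16 and -0.00 in IF16-R. Tef had 0.37 (SE 0.073, edgeR adjusted p = 0.0454, called in 4 of 20) and Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155-60936625), one of a pair of similar genes, 0.90 (SE 0.146, edgeR adjusted p = 0.00377, called in 20 of 20). On the lower side were Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602-98004695) at -1.17 (SE 0.186, edgeR adjusted p = 0.0034, called in 20 of 20), Mmp14 at -0.79 (SE 0.141, edgeR adjusted p = 0.0137, called in 20 of 20) and Vstm4 (ENSMUSG00000050666, chromosome 14, 32856756-32939487) at -0.76 (SE 0.139, edgeR adjusted p = 0.0153, called in 18 of 20).

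Of the genes listed beforehand in the study sets, 258 were tested in the table of the regimens and 259 in that of refeeding. Over all genes tested, 3 of them were called in IF16 vs AL, 5 in EOD vs AL, 0 in EOD vs IF16, 3 in IF16-R vs AL-R, 0 in EOD-R vs AL-R and 0 in EOD-R vs IF16-R. When adjusted over the list alone, the counts were 19 (16 higher), 27 (22 higher), 5 (3 higher), 7 (0 higher), 0 and 13 (13 higher). At an unadjusted p under 0.05 they were 48, 66, 17, 53, 26 and 50.

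Camera called 26 of the 72 set tests. Only 5 of these 26 were also called by fry and 2 with an inter-gene correlation estimated from the data. The circadian clock set was higher in IF16 (median log2 fold change 0.25, 14 of 17 genes higher, camera adjusted p = 2.6e-11, fry 0.000417, estimated correlation 0.0267), with Ciart as its gene of smallest p. In EOD it was higher too (0.19, 15 of 17 genes, camera adjusted p = 2.68e-07, fry 0.0013, estimated correlation 0.0527), with Per1 first. The glucocorticoid and FOXO response set, of genes that corticosteroid or fasting signals induce in many tissues, was higher in EOD (0.73, 18 of 18 genes, camera adjusted p = 7.81e-15, fry 0.0437, estimated correlation 0.314), with Angptl4 first. In IF16 all 18 genes were higher as well (0.60, camera adjusted p = 3.7e-14), with Plin4 first (log2 fold change 1.74, edgeR adjusted p = 0.109), but fry gave 0.101. Cholesterol biosynthesis was lower in EOD than in AL (-0.14, 6 of 23 genes higher, camera adjusted p = 0.00196, fry 0.0203, estimated correlation 0.314), and lower than in IF16 (-0.11, 2 of 23 genes higher, camera adjusted p = 2.68e-07, fry 0.015, estimated correlation 0.0484), with Cyp51 first (log2 fold change -0.24, edgeR adjusted p = 0.977).

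The other 21 calls of camera were not made by fry or with the estimated correlation. They included the nuclear respiratory chain, lower in EOD than in AL and IF16 (-0.14 and -0.12), lower in IF16-R than in AL-R (-0.08), and higher in EOD-R than in AL-R and IF16-R (0.03 and 0.11), and the mitochondrial genome mRNAs (0.10 in EOD, -0.13 in IF16-R and 0.09 in EOD-R vs IF16-R). H3K9 methylation genes were higher by 0.06 in IF16, 0.13 in EOD and 0.03 in IF16-R. The immediate early genes were higher by 0.28 in EOD and 0.28 in EOD-R. Some of these medians moved when 1 library was left out. That of the immediate early genes in EOD-R ranged from 0.151 to 0.649. The median of the nuclear respiratory chain ranged from -0.205 to -0.0476 in EOD vs AL and from -0.164 to -0.0326 in EOD vs IF16. No set was tested with the length gradient as a covariate. Among the respiratory chain genes called over the list alone in EOD-R vs IF16-R, only Cox6c (3038 bases) was longer than the median gene tested (2997). The gradient separated IF16-R from AL-R, so it is not excluded as a source of the differences of this set. Ketone body metabolism and the TCA cycle were called in no comparison.

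**Figure D4:**
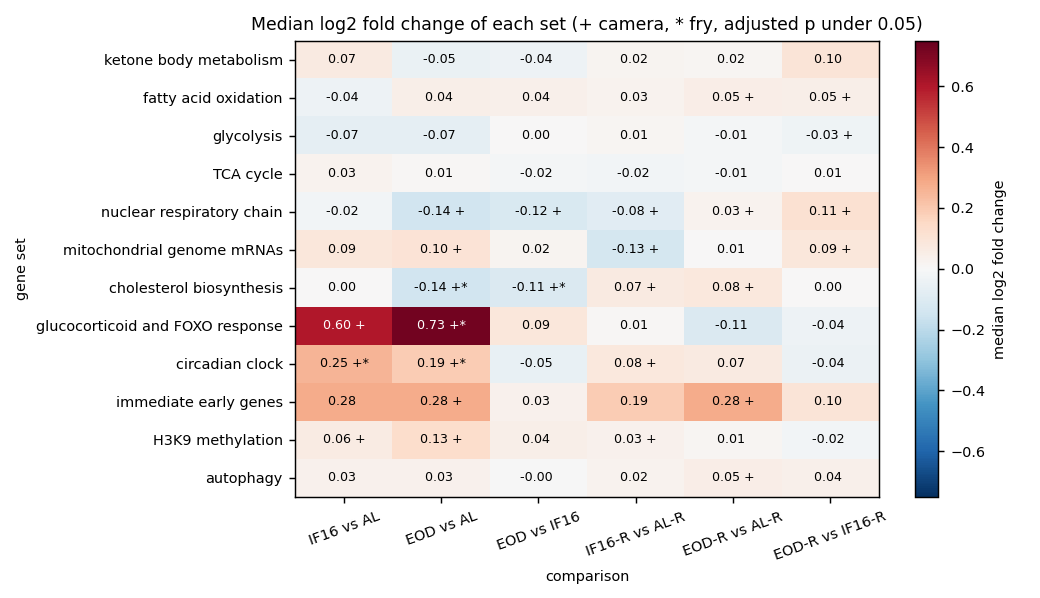
Median log2 fold change of the genes of each of the 12 study sets (rows) in the 6 comparisons (columns). A plus sign marks a camera adjusted p under 0.05 and a star a fry adjusted p under 0.05; 26 cells carry a plus sign and 5 a star, and the highest median is 0.73, of the glucocorticoid and FOXO response in EOD vs AL.

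Among the marker lists, choroid plexus was higher in EOD than in IF16 (median log2 fold change 1.49, 11 of 11 genes, camera adjusted p = 1.52e-07, fry 0.506). Astrocyte markers were higher in IF16-R (0.09, 9 of 9) and EOD-R (0.08, 9 of 9) than in AL-R, with camera adjusted p of 1.64e-06 and 1.08e-06 and fry 0.0885 for both. Oligodendrocyte markers were higher in both (0.14 each, 10 of 11, fry 0.494), and red blood cell markers were lower in EOD-R (-1.12, 0 of 5 genes higher, camera adjusted p = 0.00331, fry 0.506). Because IF16-R and EOD-R were compared with the same AL-R libraries, their likeness in astrocyte and oligodendrocyte markers is not independent. Purkinje cell, granule cell, microglia, endothelium, brainstem and forebrain markers were called by camera in no comparison. The brainstem markers still had a median of 0.821 in EOD vs AL (8 of 9 higher, camera adjusted p = 0.0572, fry 0.573). In IF16 vs AL it was 0.595 (7 of 9 higher, camera adjusted p = 0.101, fry 0.701). A difference in brainstem content was thus neither called nor excluded.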

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

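The covariate fits in this part were chosen after the data were examined, and the other tests before their results were seen. Values of named genes and library measures were compared within each group of 5 libraries, and a library was set apart when its gap to the nearest other was large against the range of the group. Of 163 such tests, 9 set a library apart, where chance gives 8.15, and none of the 36 tests of library measures did. The total is near what chance gives. Of the 9, however, 4 fell on AL-R replicate 1 and 2 on IF16-R replicate 1. Whether that exceeds chance was not tested, since genes of one library are not independent.

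IF16-R replicate 1 had 7.937 CPM of mt-Nd3 (the others 4.392 to 5.237) and 63.68 CPM of mt-Atp6 (the others 45.3 to 46.2). Both mRNAs may share reads with the chromosome 1 pseudogenes. These followed the mean of mt-Nd3, mt-Atp6 and mt-Co3 across the libraries with a median r of 0.905 after group means were removed. Without this library, 65 genes were called in IF16-R vs AL-R in place of 28. IF16-R replicate 2 had 4497 CPM of mt-Nd1 (4168 to 4255), and IF16-R replicate 4 had 3.852 CPM of Ctla2a (2.694 to 3.009). EOD-R replicate 3 had 672.7 CPM of Pfkm (659.1 to 661.6), a gap of little size. AL-R replicate 1 had 31.03 CPM of Ptpn5 (24.27 to 25.87), 301.5 CPM of Tef (348.2 to 359), 49.22 CPM of Dbp (67.94 to 71.54) and 47.04 CPM of Atg12 (54.16 to 54.5). Of the AL-R libraries it also had the highest Ttr, 1826 CPM, and the lowest Per1, 63.72 CPM (the others 124.5 to 197). No biological explanation was tested for any of these single libraries.

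The effect of a regimen differed between the end of the regimen and the end of refeeding for 2 genes in EOD and 8 in IF16. In EOD these were Etnppl, with an interaction of 0.4371 on the log2 scale, and Hist1h1c, with -0.7425. In IF16 they were Ciart at 0.8855, Ctla2a at 0.9023, Tef at 0.3685, Mmp14 at -0.791, Col2a1 at -1.175, Vstm4 at -0.76, Fads2 at -0.4626 and 0610040J01Rik at -0.7829. The last pair were chosen after their values were seen. For Ciart, Tef, Mmp14, Etnppl and Hist1h1c the difference was called at the end of the regimen and not after refeeding. For Col2a1, Ctla2a, Vstm4 and 0610040J01Rik it was called at neither time, with opposite signs at both. Fads2 was called after refeeding only.

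Other splits of the libraries were drawn to see how often they give as many genes. For EOD, 1 of 80 splits, the real one, gave 2 genes or more. For IF16, 3 of 80 gave 8 or more, the real one included, and the largest of the others gave 5120. The splits with as many calls had a median difference in length gradient of 0.131, against 0.0356 in the remaining splits, while the real split had 0.00074. Both shares lie under 0.05. By genes with an unadjusted p under 0.05, 11 of 80 splits gave as many for EOD and 17 of 80 for IF16. Those shares, the real split included, do not lie under 0.05. With the length gradient as a covariate, 36 genes were called for IF16, the same 8 among them, and 6 for EOD, the same 2 among them. This argues against the gradient as the source of these interactions. A response to the fasting regimen that ends with refeeding remains a possible explanation, as does any difference in handling between both collections that acted on 1 regimen and not on the controls. The labels give no batch or hour of collection by which to test the latter.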

How the results depend on the processing

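The covariate fits and the fit without Alb were chosen after the data were examined, the other alternatives before. Counts of called genes moved, and so did some fold changes. Over the alternatives, the log2 fold change of Loxhd1 in IF16 vs AL ranged from 0.186 to 1.542. That of Tmem82 in IF16-R vs AL-R ranged from -1.127 to -0.2977, whereas that of Etnppl in EOD vs AL stayed between 0.5725 and 0.6173. The order below is IF16 vs AL (8 genes), EOD vs AL (11), EOD vs IF16 (0), IF16-R vs AL-R (28), EOD-R vs AL-R (7), EOD-R vs IF16-R (3), and the interactions of EOD (2) and IF16 (8).

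DESeq2 called 97, 128, 1, 108, 76, 124, 13 and 30 genes, and 40 shared by IF16 and EOD in place of 4. In the simulation, DESeq2 made 17% false calls and edgeR 1.97%; the cause of the difference in the real data was not tested. RLE size factors gave 7 genes in EOD vs AL (5 higher and 2 lower, against 9 and 2) and 2 shared genes. With all genes of at least 1 count, EOD vs IF16 had 1 gene, EOD-R vs AL-R 11, EOD-R vs IF16-R 6 and the EOD interaction 4. In fits of only the groups compared, where fewer libraries give the spread, IF16 vs AL had 5, EOD vs IF16 1, EOD-R vs AL-R 4, EOD-R vs IF16-R 0 (1332 with an unadjusted p under 0.05) and the IF16 interaction 4. The EOD interaction again had 2 genes, but 0 of them were the same (1778 with an unadjusted p under 0.05). Limma on log2(FPKM + 1) gave 5 in EOD vs AL, 0 in EOD-R vs AL-R (1446 with an unadjusted p under 0.05) and 12 in EOD-R vs IF16-R. On log2(FPKM + 0.1) it gave 5 in IF16 vs AL, 6 in EOD vs AL, 1 in EOD-R vs AL-R and 12 in EOD-R vs IF16-R. The cause was not tested for these.

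The length gradient as a covariate gave 62, 7, 1, 0, 0, 0, 6 and 36 genes. At the 3 counts of 0, 684, 1520 and 772 genes had an unadjusted p under 0.05. The choroid plexus level as a covariate gave 3 in IF16 vs AL, 19 in EOD vs AL and 16 in EOD-R vs AL-R. The cause was not tested. Of the 26 set calls of camera, 5 were made by fry and 2 with an estimated correlation. The latter replaces the preset correlation of 0.01, whereas fry tests another null hypothesis, and the cause of its fewer calls was not tested.

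The r between the fold changes of EOD before and after refeeding rose from 0.0978 to 0.298 with only genes of a mean of at least 1 CPM. The 95th percentile of its relabellings was 0.198, but these held only genes that also passed filterByExpr, which removes Alb. The r of 0.298 includes Alb, so it cannot be judged against that percentile. Alb, high in EOD replicate 1 and in EOD-R replicate 5, was the cause: without it r was 0.12. The r between IF16 and EOD stayed between 0.675 and 0.745 and that of IF16 before and after refeeding between 0.198 and 0.258, under the 95th percentile of their relabellings in these alternatives, those that leave out a library apart.

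The replicate numbers were not taken to pair the mice, since the labels give no shared origin and not every same-numbered pair was correlated. Libraries with the same number had a median correlation of deviations of -0.044 at the end of the regimens (3 of 15 pairs over 0.1) and 0.1 after refeeding (8 of 15), against -0.041 for other numbers after refeeding, so a weak shared factor there is not excluded. With the number as a block, the counts were 5, 4, 0 (518 with an unadjusted p under 0.05), 95, 45, 40, 10 and 11, and 34 sets were called.

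Across the fits that each left out 1 library, the counts ranged from 3 (without AL replicate 3 or IF16 replicate 4) to 10 (without IF16 replicate 1) in IF16 vs AL and from 2 (without AL replicate 2) to 6 in EOD vs AL. They were 0 in all 10 fits of EOD vs IF16 (361 to 774 with an unadjusted p under 0.05). In IF16-R vs AL-R they ranged from 0 (without IF16-R replicate 3, 1101 with an unadjusted p under 0.05) to 65 (without IF16-R replicate 1), in EOD-R vs AL-R from 0 to 16 and in EOD-R vs IF16-R from 0 to 71, both highest without EOD-R replicate 1. The remaining fits of IF16-R vs AL-R gave 2 to 7. The interactions ranged from 0 to 6 and from 5 to 16, the shared genes from 1 to 4 and the set calls from 24 to 30. The correlation of IF16 and EOD ranged from 0.596 to 0.767, and the correlations before and after refeeding from 0.0154 to 0.132 in EOD and from 0.0435 to 0.246 in IF16. Against the relabellings of all libraries, the first passed the 95th percentile (0.723) without AL replicate 1, 2 or 3 or IF16 replicate 1 (0.767, 0.754, 0.744 and 0.749), and the last passed its own (0.235) without AL replicate 1. Relabellings were not redrawn for these fits.

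Among the single genes compared, no sign reversed under any alternative. Results of a gene in a comparison were set beside the fits that left out 1 library 750 times, in 510 of them for a result called with all libraries. Of these 510, 262 were no longer called, and 1 of the others was newly called. Ciart, Etnppl and Tef in IF16 vs AL, and Etnppl in EOD vs AL, stayed called in all 10 such fits. Of the 67 results of a gene in a comparison, 43 were called in the reported fits. Of these 43, 4 were no longer called with RLE size factors, 18 in fits of only the groups compared, 23 with the length gradient and 5 with the choroid plexus level.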

Other observations

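The covariate fits were chosen after the data were examined, and apart from the tests named next their outcomes were predicted before they were run. The test of pairwise correlations among choroid plexus markers was chosen after the result was seen. The tests of Angptl4 and Plin4 were put in their present form after results for them had been seen. The size test of the IF16-R genes was written after their count with the covariate was known, and the liver and pituitary tests after Alb and Gh had been seen.

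Other splits of the libraries, 100 per comparison with the real one included, showed how often a random grouping gives as many genes. For EOD vs AL, IF16-R vs AL-R and EOD-R vs AL-R it was 1 of 100, the real split alone. By genes with an unadjusted p under 0.05, however, 10, 11 and 13 of 100 splits gave as many, the real one included. For IF16 vs AL it was 6 of 100, and the largest other split gave 5293 genes. Splits with as many calls differed in length gradient by a median of 0.109, against 0.0354 in the remaining ones and 0.0384 in the real split. For EOD-R vs IF16-R it was 6 of 100, with up to 1442 genes. The counts of these 2 comparisons are therefore within what random groupings give. For EOD vs IF16, with 0 genes (600 with an unadjusted p under 0.05), all 100 splits gave as many, which says nothing.

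The spread in the table of the regimens was 3.15 times that after refeeding, as a ratio of common dispersions. With the length gradient as a covariate in both tables the ratio was 1.4, and with the choroid plexus level 3.63. Uneven choroid plexus is thereby argued against as the source of the larger spread, while a gradient along gene length, as RNA quality or library preparation could produce, remains a candidate explanation. RNA quality was not available for a test.

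Choroid plexus transcripts rose and fell together within groups, with a median pairwise r of 0.958 (lowest 0.727) over 11 markers. Choroid plexus tissue in some dissections is a likely source. In EOD replicate 1, Alb was at 63 CPM (1720 counts, at most 2 in any other library of that table), and 12 of 14 other liver transcripts were above 1 CPM and highest there, among them Ahsg at 11 CPM and Apoa1 at 7.65. Cps1 and Apoa2 were above 1 CPM in another library too, at up to 2.41 and 1.92 CPM. Liver tissue or its RNA in this library may explain this. In EOD-R replicate 5, Alb was at 22.9 CPM (724 counts, at most 1 elsewhere), but 0 of 14 other liver transcripts met that condition, and Ahsg, Fga, Fgb and Fgg had 0 counts. Liver tissue or its RNA is argued against there, and the source of this Alb stays open. In EOD replicate 3, Gh was at 21 CPM, and 3 of 6 other pituitary transcripts were both above 1 CPM and highest there, Pomc at 10.4 CPM, Prl at 3.8 and Tshb at 1.73. That is the smallest number the test accepted, and Tshb reached 1.54 and Pomc 3.88 CPM in another library. Pituitary tissue or its RNA may be in this library. No biological explanation was tested for these.

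In IF16, the 9 clock genes that peak with Per1 had a median log2 fold change of 0.517. With the length gradient as a covariate it was 0.468, which argues against the gradient as its whole source. The per-library difference between these genes and Arntl, Clock, Npas2 and Nfil3, which peak opposite to them, separated IF16 from AL (exact permutation p = 0.00794, two-sided, n = 5 per group, the smallest this design allows). The Per1 side was higher by 0.575, and the opposite side differed by -0.159, within the spread (exact permutation p = 0.0794, n = 5 per group). The Per1 side alone gave the same p (0.00794, exact permutation), so the difference of both sides does not test a shift in phase. The opposite side had Arntl at -0.302, Npas2 at -0.331, Nfil3 at -0.14 and Clock at 0.062. A shift in the phase of the clock at collection may account for these changes, through the feeding hour or the hour of collection. The labels give neither. A rise of the Per1 side alone is not excluded, because the fall of the opposite side as a mean was within the spread. Arntl by itself fell with an SE of 0.06 (edgeR adjusted p = 0.103 over all genes tested and 0.00569 over the study list). Clock did not fall. In EOD the median was 0.372, and 0.26 with the covariate. No spread is given for the latter, and it argues only against the gradient as the whole cause. The difference of both sides again had an exact permutation p of 0.00794 (n = 5 per group), but the opposite side did not fall (0.0688 higher, exact permutation p = 0.19; Arntl had -0.168 and Clock 0.282). A phase shift and a rise of the Per1 side alone therefore cannot be told apart in EOD, because the opposite side moved both ways. Glucocorticoid or fasting signals, which induce Per1 too, remain open and were not tested apart.

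Etnppl, an astrocyte transcript, rose by 0.50 in IF16 and 0.60 in EOD, whereas 9 astrocyte markers had medians of 0.0793 and 0.0463. A larger share of astrocytes is argued against, and a rise per cell remains as a hypothesis. Angptl4 and Plin4, which fatty acid signals induce in other tissues, had log2 fold changes of 1.37 and 2.02 in EOD. With the length gradient as a covariate, Angptl4 had 1.44 and stayed called, which argues against the gradient as the whole cause of its change. Plin4 had 1.86 and was no longer called. However, the AL libraries lay between 1.7 and 2.58 CPM of Plin4 over gradients from -0.158 to 0.0575, and the 4 EOD libraries with a gradient inside that range lay between 5.11 and 11.2 CPM (log2 difference 1.93). This argues against the gradient as the whole cause for Plin4 too. The 8 endothelial markers had a median of -0.0663, so a larger share of endothelial cells is argued against. A response to circulating fatty acids is a possible explanation that was not tested. Hist1h1c was at -0.72 in EOD and -0.57 with the covariate. Of 17 histone genes tested 16 were lower, with a median of -0.391, and -0.354 with the covariate, so the length gradient is argued against as the whole cause. Most histone mRNAs lack a poly(A) tail, and how RNA was selected is not stated, so another difference in library preparation stays open.

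In IF16-R vs AL-R, the 17 lower genes were short (median length 783 bases, against 4326 for the 11 higher genes and 2997 for all genes tested). The written prediction was that most of the 28 genes would lose their call under the length gradient if it were the cause, and 0 stayed called. That outcome went with the gradient, but it does not decide: the gradient separated IF16-R from AL-R fully, and the same covariate also removed all 7 calls of EOD-R vs AL-R, where the gradient did not differ. The sizes of the changes had a median of 0.309 without and 0.243 with the covariate, 78.8% of it, with all 28 signs kept. These genes were chosen for differing between groups that the gradient separates, so this says nothing on the source. The gradient and the regimen cannot be told apart for these genes, because they are confounded in these libraries. For the pseudogenes RP23-8J15.1, RP23-8J15.3 and RP23-8J15.4, the median r with the mean of mt-Nd3, mt-Atp6 and mt-Co3 was 0.905 (0.798 to 0.909, group means removed). Reads shared with the mitochondrial genome are a possible explanation for this joint movement. The r does not show why these counts were lower in IF16-R, where the long mitochondrial mRNAs differed by log2 0.0516 or less.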
